A study of Mus musculus with 15 samples.

How the data were processed

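PolyA RNA from inguinal white adipose tissue of C57BL/6 mice was sequenced by the submitters after Trizol and PureLink extraction and TruSeq library preparation, on 1 lane. The 15 libraries come from 4 groups, set by age (2 or 12 months) and by 5 days of CL or vehicle after 2 weeks at thermoneutrality. Per the submitters' processing notes, reads were aligned to mm9 with STAR and summed per gene with featureCounts of Subread, with no versions given. The values used here are the gene counts as deposited, 1 integer table of 24015 genes and 15 libraries. No reads were realigned, and no coordinates are given, because the reference tables at hand are of another mouse assembly. Total counts per library were 7066687, 9850029, 14142891 and 14796440 in Young_Ctrl 1, 2, 3 and 4; 30621448, 24197364, 6115542 and 13126520 in Young_CL 1, 2, 3 and 4. They were 6495373, 51577001 and 29253173 in Old_Ctrl 1, 3 and 4, and 15723586, 18088313, 40235461 and 20433111 in Old_CL 1, 2, 3 and 4. A gene at 3 counts stands at 0.491 CPM in Young_CL 3 and at 0.0582 CPM in Old_Ctrl 3, the libraries with the fewest and the most counts.

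Genes were kept with the filterByExpr function of edgeR by group, which left 15288 genes, and libraries were scaled by TMM. Differences were tested with the quasi-likelihood F test of edgeR 4.0.16 in R 4.3.3 (robust dispersion, 1 mean per group, all 15 libraries in the fit), and genes with a Benjamini-Hochberg adjusted p under 0.05 were called. The comparisons were CL against vehicle at each age, aged against young in each treatment, and the age by CL interaction. Each SE is the absolute log2 change over the square root of F. Levels are CPM means with SD, and scores of lists are means of log2 CPM with a prior count of 2.

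Before the data were examined, the groups, comparisons, alternatives, naming rule, a panel of 25 genes and 38 gene lists were set down. The panel gene Gk has no match in the table and Fgf21 fell below the filter. Of the lists, 37 had at least 4 tested members, and the mesothelium list did not. For some other absent symbols a synonym in the table was used (Msmo1 for Sc4mol, Emr1 for Adgre1, Igj for Jchain, Siglec5 for Siglecf, Chil3 for Chi3l3). Lists were tested with camera of limma 3.58.1 on voom values with a preset correlation of 0.01 between genes, and p-values were adjusted over the 37 lists. Camera with an estimated correlation and fry were run beside it. The named genes are the panel in every comparison and the 8 called genes with the largest positive and the 8 with the largest negative log2 change. These need an average log2 CPM of at least 3 and, in the 4 pairwise comparisons, no overlap between the libraries of the groups; gene models without a name and antigen receptor segments were skipped. For each list described, up to 4 members with the smallest p can be named. Some genes that this rule allows, 1 of the panel among them, are not reported here.

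Alternatives were RLE and upper-quartile factors, limma-voom, DESeq2 1.42.0, no filter or a stricter filter (CPM of at least 1 in 3 libraries and a mean of at least 10 counts), the 2 groups fitted alone, the replicate number as a block, and each library left out in turn. After the data were seen, 5 more were added: Old_CL libraries 1, 2 and 4 summed, the 5 libraries richest in muscle transcripts left out (which leaves 1 Young_CL and 2 Old_Ctrl libraries), the B cell and lymph node score or the skeletal muscle score as a covariate, and the erythrocyte list with identical globin genes counted once. Of the tested genes 37 share all counts with another, in 18 sets, and each counts in the totals. Pairs of libraries within a group were compared by chi-square over genes with at least 40 summed counts and by the robust SD of log2 ratios over genes with at least 1000 counts in both.

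The procedure was tested on simulated data of the same group sizes and totals. For young CL it recovered 84% of 100 genes changed 2-fold and 90% of 100 changed 4-fold. The shares were 68% and 96% for aged CL, 72% and 95% for age under vehicle, 75% and 95% for age under CL, and 54% and 84% for the interaction. Unchanged genes made up 2.25%, 5.20%, 5.65%, 2.86% and 5.48% of the calls in that order. A shifted list was found in all 5 comparisons with 0 others called. Lists of correlated genes were not tested.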

Results

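Gene expression was measured by RNA sequencing in inguinal white adipose tissue of C57BL/6 mice, the subcutaneous fat pad in which heat-producing beige adipocytes appear on stimulation. The mice were 2 months old (young) or 12 months old (aged). They had been housed at thermoneutrality for 2 weeks and had received CL or vehicle by intraperitoneal injection for 5 days. The labels expand CL as cardiolipin, while CL is also the usual short name of a β-adrenergic agonist. Which compound was given is not settled here, and the name CL is kept. The 15 libraries form 4 groups, with n = 4 for young vehicle (Young_Ctrl), young CL (Young_CL) and aged CL (Old_CL). Aged vehicle (Old_Ctrl) has n = 3, since its replicate 2 was not analysed here. The labels do not say that each library came from a separate animal, so the p-values measure only the spread between these samples. Total counts ran from 7066687 to 14796440 in Young_Ctrl and from 6115542 to 30621448 in Young_CL. They ran from 6495373 to 51577001 in Old_Ctrl and from 15723586 to 40235461 in Old_CL.

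Libraries 1, 2 and 4 of Old_CL were closer to each other than any other pair within a group. The robust SD (scaled median absolute deviation) of their log2 ratios, over genes with at least 1000 counts in both libraries, was at most 0.0933, against 0.116 to 0.747 in the 18 other pairs. They were kept as 3 samples because the labels list 3 replicates. Skeletal muscle transcripts were abundant in 5 libraries. The muscle list had a mean log2 CPM of 7.22, 7.38 and 6.76 in Young_CL replicates 1, 2 and 3, 7.92 in Old_Ctrl replicate 3 and 7.45 in Old_CL replicate 3. In the other libraries it lay between 2.03 and 4.53.

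In young mice, CL against vehicle asks what the treatment does to the transcripts of the pad at 2 months. Thermogenic genes rose: 22 of 24 rose and 0 fell, with a median log2 change of 2.53 (equal counts adjusted over the list alone, camera adjusted p = 6.7e-17, adjusted p = 0.23 with an estimated correlation). Ucp1, the mitochondrial proton carrier of brown and beige fat, rose from 12.97 ± 8.999 to 411 ± 132 CPM (SD, n = 4 and 4, edgeR log2 change 5.04, SE 0.43, adjusted p = 8.4e-07). Dio2, which activates thyroid hormone, rose from 1.31 ± 0.630 to 71.2 ± 10.8 CPM (edgeR log2 change 5.90, SE 0.32, adjusted p = 1.3e-08). The lipid droplet protein gene Cidea rose from 58.6 ± 42.4 to 804 ± 120 CPM (edgeR log2 change 3.79, SE 0.39, adjusted p = 3.7e-06). Elovl3, a fatty acid elongase of brown fat, had 0 to 6 counts in each vehicle library and reached 64.3 ± 13.5 CPM after CL (edgeR log2 change 8.04, SE 0.56, adjusted p = 1.1e-07). Cox8b and Cox7a1, respiratory chain genes also expressed in muscle, rose by 5.09 and 4.65 on the log2 scale, and Otop1 by 4.55. In Young_CL replicate 4, the library of that group with few muscle transcripts, Cox7a1 stood at 144 CPM and Cox8b at 608 CPM. The coactivator gene Ppargc1a rose by 1.30 (edgeR adjusted p = 4.3e-04). Prdm16 (0.36, edgeR adjusted p = 0.25) and the β3-adrenergic receptor gene Adrb3 (-0.08, edgeR adjusted p = 0.80) did not pass the test. Both passed in 1 fit that left out a library, Prdm16 with adjusted p = 0.024 without Young_Ctrl 2 and Adrb3 with adjusted p = 0.0070 without Young_Ctrl 1, and the change of Cidea was 4.41 without Young_Ctrl 1.

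Mitochondrial fuel oxidation genes rose with them in young mice. In the tricarboxylic acid cycle list 20 of 20 rose and 0 fell (median log2 change 1.98), with Sucla2 at 3.07 and Pdhb at 2.46. Of the oxidative phosphorylation genes 48 of 49 rose and 0 fell (median 1.80), with Cox5a at 2.33 and Uqcrfs1 at 2.56. Of the fatty acid oxidation genes 21 of 22 rose and 1 fell (median 2.39), with the acyl-CoA dehydrogenase genes Acadvl and Acadm at 2.84 and 3.0002. These 3 lists had equal counts adjusted over the list alone and a camera adjusted p = 2.0e-18, 6.3e-35 and 8.0e-15 in that order, or adjusted p = 0.32 with an estimated correlation. Among antioxidant genes 10 of 20 rose and 3 fell (equal counts adjusted over the list alone, camera adjusted p = 0.025, adjusted p = 0.70 with an estimated correlation). Examples are the mitochondrial dismutase gene Sod2 (2.03) and Prdx3 (1.80). This list did not pass in 1 fit (camera adjusted p = 0.051 without Young_Ctrl 4). The skeletal muscle markers, from a tissue rich in mitochondria, had a median change of 3.25 (camera adjusted p = 0.062, but adjusted p = 0.0021 without Young_CL 4).

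Lipid synthesis genes rose as well in young mice. Of the de novo lipogenesis genes 17 of 20 rose and 1 fell (equal counts adjusted over the list alone, camera adjusted p = 3.1e-09, adjusted p = 0.39 with an estimated correlation). Fasn, the fatty acid synthase, rose from 1343 ± 1198 to 12596 ± 3390 CPM (edgeR log2 change 3.23, SE 0.46, adjusted p = 6.6e-05). The citrate lyase gene Acly rose by 3.31, the elongase gene Elovl6 by 2.91 and Srebf1 by 0.75 on the log2 scale. In glycerol and triglyceride synthesis 14 of 15 rose and 1 fell, with the glycerol kinase gene Gyk at 2.81, Agpat2 at 3.35 and Pck1 at 1.01. In cholesterol synthesis 15 of 18 rose and 1 fell, among them Nsdhl (2.03) and Insig1 (3.40), which holds the pathway's regulator in the endoplasmic reticulum. Both lists had equal counts adjusted over the list alone, a camera adjusted p = 1.9e-07 and 4.1e-07, and adjusted p = 0.32 with an estimated correlation. Of the lipolysis genes 8 of 14 rose and 2 fell (9 and 2 adjusted over the list alone, camera adjusted p = 0.022, adjusted p = 0.58 with an estimated correlation). The triglyceride lipase gene Pnpla2 rose by 0.90 and its coactivator gene Abhd5 by 1.17. In the ketone list 7 of 10 rose and 2 fell (equal counts adjusted over the list alone, camera adjusted p = 0.025, adjusted p = 0.47 with an estimated correlation). Its member Bdh1 fell (edgeR log2 change -0.87, SE 0.20, adjusted p = 0.0028). Of the adipocyte identity genes 12 of 20 rose and 1 fell (13 and 1 adjusted over the list alone, camera adjusted p = 0.026, adjusted p = 0.70 with an estimated correlation), with Lpl at 1.57 and Retn at 1.76. Pparg, the master regulator of fat cells, rose by 0.68 (edgeR adjusted p = 0.038). The adipokine genes Adipoq (0.50, edgeR adjusted p = 0.13) and Lep (-0.47, edgeR adjusted p = 0.16) did not pass. Leaving out 1 library ended the calls of Srebf1 (edgeR adjusted p = 0.053 without Young_CL 1), Pck1 (adjusted p = 0.057 to 0.074 without Young_Ctrl 3 or 4 or Young_CL 2 or 4), Pnpla2 (adjusted p = 0.057 to 0.078 without Young_Ctrl 2, 3 or 4 or Young_CL 4) and Pparg (adjusted p = 0.059 to 0.11 without Young_Ctrl 2, 3 or 4 or Young_CL 1, 2 or 4), and that of the adipocyte list (camera adjusted p = 0.053 to 0.066 without Young_Ctrl 4 or Young_CL 4). Adipoq passed with adjusted p = 3.5e-04 without Young_Ctrl 1, and the change of Fasn was 4.07 without Young_Ctrl 1.

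**Figure D1:**
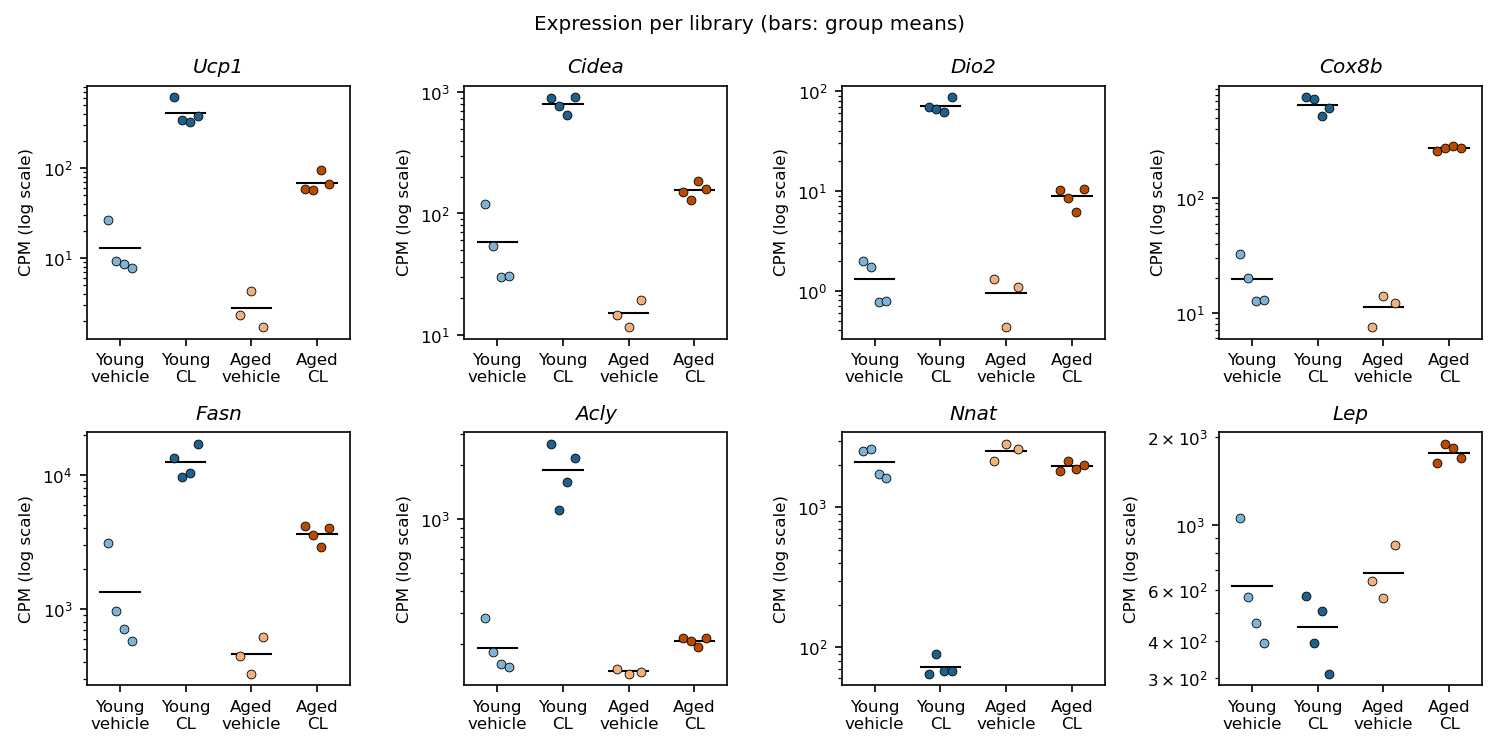
CPM (log axis) of 8 genes in each of the 15 libraries, as dots by group, with a bar at each group mean; n = 4 for Young_Ctrl, Young_CL and Old_CL and n = 3 for Old_Ctrl. Ucp1 reached a mean of 411 CPM in young and 68.5 CPM in aged CL mice.

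Lymphocyte transcripts fell with CL in young mice. Of the T cell markers 0 of 16 rose and 16 fell (median log2 change -0.89), with Cd3e at -0.93 and Lef1 at -0.9997. The mean log2 CPM of that list was 6.38 ± 0.39 in Young_Ctrl and 5.59 ± 0.09 in Young_CL (SD, n = 4 and 4). Of the B cell and lymph node markers 0 of 15 rose and 14 fell (median -0.75), with Pax5 at -0.82 and Cd22 at -0.93. Of the natural killer and cytotoxic markers 0 of 10 rose and 6 fell, with Nkg7 at -0.77 and Eomes at -1.14. Adjusted over the list alone the counts of these 3 lists were equal, and their camera adjusted p = 6.6e-06, 1.1e-04 and 0.022, or adjusted p = 0.52 with an estimated correlation. Of the class II antigen presentation genes 0 of 10 rose and 9 fell (0 and 10 adjusted over the list alone, camera adjusted p = 2.5e-04, adjusted p = 0.47 with an estimated correlation), with H2-Eb1 and H2-DMa at -0.57 and -0.55. Of the immediate early genes 0 of 19 rose and 9 fell (equal counts adjusted over the list alone, camera adjusted p = 0.039, adjusted p = 0.52 with an estimated correlation), with Egr1 at -1.91, Fos at -1.70 and Junb at -0.82. This list lost its call in 3 fits (camera adjusted p = 0.060 to 0.067 without Young_Ctrl 2 or Young_CL 3 or 4). The endothelial, macrophage, fibrosis and cell cycle lists did not pass (camera adjusted p = 0.57, 0.26, 0.76 and 0.52). Nor did Col1a1 (-0.27), Col3a1 (0.01), the progenitor marker Pdgfra (-0.38), the proliferation marker Mki67 (0.25) or the macrophage marker Cd68 (-0.11), with an edgeR adjusted p = 0.066 for Pdgfra and higher for the others. Pdgfra passed with adjusted p = 0.019 to 0.022 without Young_Ctrl 1 or Young_CL 2.

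Single genes with large changes in young mice included the imprinted gene Nnat, which fell from 2121 ± 521 to 72.4 ± 11.2 CPM (edgeR log2 change -4.87, SE 0.21, adjusted p = 1.7e-09). Prtn3 (-3.48), Prr32 (-3.10) and the natriuretic peptide clearance receptor gene Npr3 (-2.42) fell too. The glycogen synthase gene Gys2 (3.93) rose, as did Acaa1b (4.10), whose value is uncertain because it can share reads with a near-identical paralog. Without Young_Ctrl 1 the change of Prr32 was -1.87 and that of Gys2 5.20. In total 6706 of 15288 genes differed at an edgeR adjusted p under 0.05, 3323 higher and 3383 lower, of which 1128 and 321 by at least 2-fold. Between the groups 34.1% of genes had no overlapping libraries, where chance gives 2.86%. Upper-quartile scaling split the calls into 2839 higher and 4491 lower. The count was 2974 without the 5 muscle-rich libraries, a fit with 1 young CL library, Young_CL 4, and so no test of muscle. It was 1609 with the B cell and lymph node score as a covariate; of the 48 called genes named above, 34 stayed called in the same direction. Of 37 lists 16 passed camera, 11 higher and 5 lower. With an estimated correlation 0 passed camera, 5 had an unadjusted p under 0.05, and fry, which sets a list against no other genes, passed 20.

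In aged mice, CL against vehicle asks the same of the pad at 12 months. Of the thermogenic genes 21 of 24 rose and 0 fell, with a median log2 change of 2.03 (22 and 0 adjusted over the list alone, camera adjusted p = 3.1e-11, adjusted p = 0.32 with an estimated correlation). Ucp1 rose from 2.76 ± 1.34 to 68.5 ± 17.5 CPM (SD, n = 3 and 4, edgeR log2 change 4.54, SE 0.50, adjusted p = 2.3e-05), Cidea from 15.1 ± 3.97 to 156 ± 23.6 CPM (edgeR log2 change 3.37, SE 0.43, adjusted p = 6.3e-05) and Cox8b from 11.2 ± 3.31 to 272 ± 12.3 CPM (edgeR log2 change 4.56, SE 0.32, adjusted p = 8.1e-07). Dio2 rose by 3.49, Otop1 by 4.88, Cox7a1 by 3.62 and Ppargc1a by 1.24 on the log2 scale. Elovl3 had 0, 15 and 1 counts in the vehicle libraries and reached 14.2 ± 8.68 CPM after CL (edgeR log2 change 6.37, SE 0.62, adjusted p = 1.2e-05). Cpn2, of the same list, had 0, 8 and 4 counts in the vehicle libraries and 4.27 ± 0.841 CPM after CL (edgeR log2 change 4.96, SE 0.45, adjusted p = 5.2e-06). Prdm16 did not pass (0.30, edgeR adjusted p = 0.37), and Adrb3 rose by 0.88 (edgeR adjusted p = 0.012). Leaving out Old_Ctrl 3, rich in muscle transcripts, put the changes of Ucp1, Elovl3 and Cox7a1 at 5.19, 8.67 and 4.46.

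Oxidation and lipid synthesis genes rose with CL in aged mice. In the tricarboxylic acid cycle list 20 of 20 rose and 0 fell (median log2 change 1.58), with Sucla2 at 1.98 and Dlst at 1.41. Of the oxidative phosphorylation genes 47 of 49 rose and 0 fell (median 1.22), with Cyc1 at 1.81 and Uqcrfs1 at 1.68. Of the fatty acid oxidation genes 21 of 22 rose and 0 fell (median 1.66), with Acadvl and Acadm at 2.10 and 2.10. Adjusted over the list alone the first and last counts were equal and the middle one was 48. Their camera adjusted p = 1.0e-13, 4.3e-22 and 2.9e-11, or adjusted p = 0.32 with an estimated correlation. Of the de novo lipogenesis genes 12 of 20 rose and 0 fell (13 and 0 adjusted over the list alone, camera adjusted p = 5.0e-05, adjusted p = 0.44 with an estimated correlation). Fasn rose by 2.98, Slc25a1 by 2.29 and Srebf1 by 0.79, while Elovl6 stood at 0.85 (edgeR adjusted p = 0.085). In glycerol and triglyceride synthesis 14 of 15 rose and 1 fell, with Gyk at 1.82, Agpat2 at 2.54 and Pck1 at 1.18. Of the lipolysis genes 10 of 14 rose and 2 fell, with Pnpla2 at 1.27 and Abhd5 at 1.17. In cholesterol synthesis 13 of 18 rose and 2 fell, with Insig1 at 2.44. These 3 lists had equal counts adjusted over the list alone, a camera adjusted p = 6.4e-06, 0.017 and 0.0016, and adjusted p = 0.32 to 0.44 with an estimated correlation. Of the adipocyte identity genes 15 of 20 rose and 0 fell (17 and 0 adjusted over the list alone, camera adjusted p = 1.3e-04, adjusted p = 0.44 with an estimated correlation). Lep, the leptin gene, rose from 685 ± 149 to 1761 ± 124 CPM (edgeR log2 change 1.36, SE 0.30, adjusted p = 0.0019), Adipoq by 1.22 and the imprinted adipocyte gene Mest by 2.84, whereas Pparg did not pass (0.66, edgeR adjusted p = 0.059). Bdh1 fell (-1.35). Of the erythrocyte genes 7 of 9 rose and 0 fell (9 and 0 adjusted over the list alone, camera adjusted p = 0.0011, adjusted p = 0.44 with an estimated correlation). Examples are Alas2 at 1.20 and Hba-a1 at 0.87. The globin genes share reads: Hba-a1 and Hba-a2 have the same counts in every library, as have 2 pairs of beta globin genes, so the 9 members are 6 measurements. Counted once each, 4 of 6 were higher (camera adjusted p = 0.010, adjusted p = 0.44 with an estimated correlation). Pck1 lost its call in 1 fit (edgeR adjusted p = 0.065 without Old_Ctrl 1), as did Srebf1 (adjusted p = 0.084 without Old_Ctrl 3).

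Stromal, immune and proliferation transcripts fell with CL in aged mice. Of the macrophage markers 0 of 20 rose and 15 fell (median log2 change -1.11, 0 and 16 adjusted over the list alone, camera adjusted p = 2.7e-04, adjusted p = 0.44 with an estimated correlation). C1qa, of the complement, stood at -1.28 and the mannose receptor gene Mrc1 at -1.43, while Cd68 did not pass (-0.92, edgeR adjusted p = 0.084). Of the fibrosis and matrix genes 4 of 30 rose and 14 fell (equal counts adjusted over the list alone, camera adjusted p = 0.034, adjusted p = 0.61 with an estimated correlation). Col1a1 fell from 1747 ± 1209 to 514 ± 26.6 CPM (edgeR log2 change -1.76, SE 0.44, adjusted p = 0.0052), and Col3a1 stood at -1.38. Of the progenitor and stromal markers 1 of 16 rose and 9 fell (1 and 10 adjusted over the list alone, camera adjusted p = 7.2e-04, adjusted p = 0.32 with an estimated correlation), among them Pdgfra at -1.14 and Dpp4 at -1.71. Of the cell cycle genes 0 of 25 rose and 16 fell (0 and 18 adjusted over the list alone, camera adjusted p = 6.4e-05, adjusted p = 0.44 with an estimated correlation), with Mki67 at -0.75 and the replication helicase gene Mcm3 at -0.89. Cd68 passed in 2 fits (edgeR adjusted p = 0.0031 to 0.033 without Old_Ctrl 3 or Old_CL 3). The change of Col1a1 was -1.15 without Old_Ctrl 1, and Col3a1, at -0.75, did not pass there (edgeR adjusted p = 0.11 without Old_Ctrl 1). The fibrosis list did not pass in 2 fits (camera adjusted p = 0.074 to 0.41 without Old_Ctrl 1 or 4).

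T cell markers fell in aged mice too: 0 of 16 rose and 16 fell, with Ccr7 at -1.62 and Zap70 at -1.34. The mean log2 CPM of that list was 5.60 ± 0.10 in Old_Ctrl and 4.46 ± 0.32 in Old_CL (SD, n = 3 and 4). Of the B cell and lymph node markers 0 of 15 rose and 12 fell, with Madcam1 at -1.59 and Pax5 at -0.86. Of the natural killer and cytotoxic markers 0 of 10 rose and 8 fell, with Nkg7 at -1.39 and Prf1 at -1.38. Of the class II genes 0 of 10 rose and 10 fell, with Cd86 at -1.14 and H2-Aa at -0.90. Of the plasma cell genes 0 of 7 rose and 6 fell, with Igj at -1.79 and Mzb1 at -0.77. Of the markers of eosinophils and type 2 innate lymphoid cells 0 of 12 rose and 6 fell, with Il33 at -1.23 and Il1rl1 at -1.06. Of the interferon response genes 1 of 22 rose and 16 fell, with Usp18 at -1.39 and Oasl2 at -1.86. Of the immediate early genes 0 of 19 rose and 10 fell, with Junb at -1.18 and Dusp1 at -1.04. Adjusted over the list alone the counts of these 8 lists were equal. Their camera adjusted p = 4.5e-08, 3.4e-04, 2.5e-04, 2.6e-06, 0.0035, 0.020, 3.4e-04 and 7.2e-04 in that order, or adjusted p = 0.31 to 0.45 with an estimated correlation.

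Among single genes that fell with CL in aged mice were the chemokine gene Ccl8 (-2.83), the Wnt antagonist genes Sfrp4 (-2.70) and Sfrp2 (-2.25) and the estrogen sulfotransferase gene Sult1e1 (-2.63). Prtn3 (-2.67), Oas3 (-2.36) and Il1r2 (-2.30) fell as well. Gys2 rose by 3.87, and Acaa1b, uncertain for its paralog, by 3.97. The change of Prtn3 was -1.44 without Old_Ctrl 3 and that of Oas3 -1.69 without Old_Ctrl 1. In total 6916 of 15288 genes differed, 3525 higher and 3391 lower (2893 and 4086 with upper-quartile scaling), of which 962 and 1134 by at least 2-fold. Between the groups 52.8% of genes had no overlapping libraries, where chance gives 5.71%. The count was 3391 with the B cell and lymph node score as a covariate, and 51 of the 64 called genes named for aged mice stayed called in the same direction. Of 37 lists 22 passed camera, 10 higher and 12 lower. With an estimated correlation 0 passed camera, 2 had an unadjusted p under 0.05, and fry passed 28.

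The age by CL interaction tests whether the response to CL differs between aged and young mice, as the aged effect minus the young effect. Many calls were shared: 2219 genes were higher with CL at both ages, against 766 for independent lists, and 1730 lower, against 750. Another 124 were called in opposite directions. The log2 changes had a Pearson r of 0.55 across genes, which are not independent replicates. Oxidative, lipogenesis and cholesterol lists were lower, while glycerol and triglyceride synthesis did not pass (camera adjusted p = 0.26, but adjusted p = 0.032 without Young_Ctrl 1). Of the oxidative phosphorylation genes 0 of 49 were higher and 19 were lower (median -0.61, 0 and 36 adjusted over the list alone, camera adjusted p = 6.1e-14, adjusted p = 0.79 with an estimated correlation), with Cox5a at -1.29 and Ndufa5 at -1.15. In the tricarboxylic acid cycle 0 of 20 were higher and 3 were lower (0 and 4 adjusted over the list alone, camera adjusted p = 1.9e-04, adjusted p = 0.79 with an estimated correlation), with Sucla2 at -1.09 and Sdhd at -1.09. In fatty acid oxidation 0 of 22 were higher and 3 were lower (1 and 7 adjusted over the list alone, camera adjusted p = 0.0047, adjusted p = 0.79 with an estimated correlation), with Acaa2 at -1.28 and Etfb at -1.10. In de novo lipogenesis 0 of 20 were higher and 5 were lower (0 and 6 adjusted over the list alone, camera adjusted p = 0.0026, adjusted p = 0.79 with an estimated correlation), with Acly and Elovl6 as examples. Acly stood at 192 ± 60.8 and 1894 ± 665 CPM in young and at 141 ± 3.94 and 210 ± 11.7 CPM in aged mice without and with CL (edgeR interaction -2.73, SE 0.34, adjusted p = 8.8e-04). Elovl6 (-2.06, edgeR adjusted p = 0.027) and Ppp1r3b (-2.22, edgeR adjusted p = 0.018), a glycogen-targeting phosphatase subunit gene, were lower too. In cholesterol synthesis 1 of 18 was higher and 2 were lower (1 and 4 adjusted over the list alone, camera adjusted p = 0.0043, adjusted p = 0.79 with an estimated correlation), with Mvd at -1.45 and Cyp51 at -1.35. These 5 lists passed camera at the preset correlation in every fit that left out 1 library. The skeletal muscle markers stood at a median of -4.59 (camera adjusted p = 0.082, but adjusted p = 0.0028 to 0.0089 without Young_CL 4 or Old_Ctrl 4 or Old_CL 3). In such fits edgeR did not call Elovl6 (adjusted p = 0.051 to 0.061 without Young_Ctrl 2 or 3 or Young_CL 1 or Old_Ctrl 1 or 4 or Old_CL 2), Etfb (adjusted p = 0.0503 to 0.072 without Young_CL 1 or 2 or Old_Ctrl 4 or Old_CL 1, 2 or 4), Ppp1r3b (adjusted p = 0.060 without Old_Ctrl 4) or Sucla2 (adjusted p = 0.058 without Old_Ctrl 4).

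In the thermogenic list 0 of 24 were higher and 5 were lower (median -0.54, 1 and 7 adjusted over the list alone, camera adjusted p = 0.0041, adjusted p = 0.79 with an estimated correlation). Dio2 had an interaction of -2.41 (SE 0.50, edgeR adjusted p = 0.012) and Acot11 of -2.13 (edgeR adjusted p = 0.0022). Ucp1 (-0.50, SE 0.58, edgeR adjusted p = 0.62), Cidea (-0.42), Cox8b (-0.53), Elovl3 (-1.67), Ppargc1a (-0.05) and Prdm16 (-0.07) did not pass. Of the cell cycle genes 0 of 25 were higher and 11 were lower (0 and 19 adjusted over the list alone, camera adjusted p = 2.0e-07, adjusted p = 0.79 with an estimated correlation). Mki67 stood at 43.9 ± 8.34 and 52.8 ± 10.8 CPM in young and at 34.3 ± 4.68 and 20.2 ± 1.33 CPM in aged mice without and with CL (edgeR interaction -0.998, adjusted p = 0.016), and Top2a at -1.06. Of the adipocyte identity genes 3 of 20 were higher and 0 were lower (6 and 0 adjusted over the list alone, camera adjusted p = 0.016, adjusted p = 0.79 with an estimated correlation), with Lep at 1.84 (SE 0.40, edgeR adjusted p = 0.015) and Mest at 1.86 (edgeR adjusted p = 0.036). Leaving out 1 library ended the edgeR calls of Dio2 (adjusted p = 0.074 without Old_Ctrl 4) and Top2a (adjusted p = 0.05003 to 0.051 without Old_Ctrl 1 or 4 or Old_CL 2). Mest did not pass in 7 fits (edgeR adjusted p = 0.056 to 0.077 without Young_Ctrl 2 or Young_CL 1 or 3 or Old_Ctrl 4 or Old_CL 1, 2 or 4), nor did the adipocyte list in 2 (camera adjusted p = 0.10 to 0.26 without Young_Ctrl 1 or Old_Ctrl 1), and Cidea passed in 1 (adjusted p = 0.04998 without Young_Ctrl 1).

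Stromal and immune lists had an interaction too, and the erythrocyte list as set. Of the progenitor and stromal markers 0 of 16 were higher and 2 were lower (0 and 6 adjusted over the list alone, camera adjusted p = 0.047, adjusted p = 0.79 with an estimated correlation), with Cd34 at -1.42 and Ly6a at -1.35. Of the interferon response genes 0 of 22 were higher and 2 were lower (0 and 8 adjusted over the list alone, camera adjusted p = 0.040, adjusted p = 0.83 with an estimated correlation), with Oasl2 at -1.62 and Rtp4 at -1.30. For class II genes 0 of 10 were higher and 1 was lower (Cd86 at -0.70), and for T cell markers 0 of 16 were higher and 1 was lower (Ccr7 at -0.96), with equal counts adjusted over the list alone and a camera adjusted p = 0.027 and 0.040, or adjusted p = 0.79 and 0.83 with an estimated correlation. The macrophage list was lower (median -1.12, camera adjusted p = 0.016, adjusted p = 0.79 with an estimated correlation) with 0 of 20 members called by edgeR, 0 adjusted over the list alone, 10 at an unadjusted p under 0.05, 5 called by DESeq2 and 0 by limma-voom. C1qa (-1.29, edgeR adjusted p = 0.065) and Mrc1 (-1.29, edgeR adjusted p = 0.11) are examples. The erythrocyte list was higher (median 0.44, camera adjusted p = 0.038, adjusted p = 0.79 with an estimated correlation) with 0 of 9 members called by edgeR, 0 adjusted over the list alone, 1 at an unadjusted p under 0.05, and 0 by DESeq2 or limma-voom. With identical globin genes counted once it did not pass (camera adjusted p = 0.098). Its member Alas2 stood at 0.72 (edgeR adjusted p = 0.11). Among the examples, edgeR did not call Cd34 (adjusted p = 0.055 without Old_Ctrl 4), Cd86 (adjusted p = 0.051 to 0.060 without Young_CL 3 or Old_Ctrl 1 or 4 or Old_CL 2 or 4), Ly6a (adjusted p = 0.052 to 0.096 without any library but Young_Ctrl 4 or Young_CL 4 or Old_Ctrl 3), Oasl2 (adjusted p = 0.055 to 0.078 without any library but Young_Ctrl 4 or Young_CL 4 or Old_Ctrl 3 or Old_CL 3), Rtp4 (adjusted p = 0.055 to 0.093 without any library but Young_Ctrl 4 or Young_CL 4 or Old_Ctrl 3 or Old_CL 3) or Ccr7 (adjusted p = 0.052 to 0.083 without any library but Young_Ctrl 1 or 4 or Young_CL 4). It did call C1qa (adjusted p = 0.0014 to 0.033 without Young_CL 4 or Old_Ctrl 3), Mrc1 (adjusted p = 5.2e-04 without Young_CL 4) and Alas2 (adjusted p = 0.0093 without Old_Ctrl 3). Each list lost its call when 1 library was left out: the progenitor list (camera adjusted p = 0.051 to 0.11 without Young_Ctrl 1 or 3 or Young_CL 2 or 3 or Old_Ctrl 1, 3 or 4 or Old_CL 3), interferon (adjusted p = 0.052 to 0.28 without Young_Ctrl 1, 2 or 3 or Young_CL 1 or 3 or Old_Ctrl 1 or Old_CL 2), class II (adjusted p = 0.078 to 0.13 without Young_Ctrl 1 or Young_CL 3 or Old_Ctrl 1), T cell (adjusted p = 0.074 to 0.27 without Young_Ctrl 1 or 2 or Young_CL 3 or 4 or Old_Ctrl 1 or 3 or Old_CL 3), macrophage (adjusted p = 0.079 to 0.10 without Young_Ctrl 1 or Old_Ctrl 1 or 4) and erythrocyte lists (adjusted p = 0.058 to 0.21 without Young_Ctrl 1 or 3 or Young_CL 3 or Old_Ctrl 1 or 4).

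Among called genes with an average log2 CPM of at least 3, Nnat had the largest positive interaction. It stood at 2121 ± 521 and 72.4 ± 11.2 CPM in young and at 2528 ± 356 and 1966 ± 151 CPM in aged mice without and with CL (edgeR interaction 4.51, SE 0.27, adjusted p = 4.4e-07). Npr3 went from 329 ± 98.2 to 61.8 ± 23.4 CPM in young and from 315 ± 44.2 to 767 ± 148 CPM in aged mice (edgeR interaction 3.70, adjusted p = 3.6e-04). Prr32 (3.55), Vnn1 (2.69), Abat (2.55), Celsr2 (2.34), Slc6a13 (2.26) and the imprinted gene Peg3 (2.25) were higher. Cd109 (-3.60), Ccl8 (-3.10), Syngr1 (-2.77), the adenylate kinase gene Ak1 (-2.71) and Prnd (-2.64) were lower. The interactions of Adrb3 (0.97), Adipoq (0.71), Fasn (-0.25), Srebf1 (0.04), Pck1 (0.16), Pnpla2 (0.38), Pparg (-0.02), Bdh1 (-0.48), Pdgfra (-0.76), Col1a1 (-1.49), Col3a1 (-1.40) and Cd68 (-0.82) did not pass. Leaving out 1 library ended the calls of Prr32 in 10 fits (edgeR adjusted p = 0.051 to 0.11 without any library but Young_Ctrl 1, 3 or 4 or Young_CL 4 or Old_Ctrl 1) and of Peg3 in 9 (adjusted p = 0.060 to 0.087 without any library but Young_Ctrl 1 or 4 or Young_CL 3 or 4 or Old_Ctrl 3 or Old_CL 3). It brought in Adrb3 (adjusted p = 0.029 without Young_Ctrl 1), Pdgfra (adjusted p = 0.0030 without Young_CL 4), Col1a1 (adjusted p = 0.018 without Old_Ctrl 3) and Col3a1 (adjusted p = 0.013 without Old_Ctrl 3). The interaction of Ak1 was -1.82 without Old_Ctrl 3, that of Peg3 3.15 without Old_Ctrl 3 and that of Prr32 2.33 without Young_Ctrl 1.

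In total 1083 of 15288 genes had an interaction, 506 higher and 577 lower in aged mice. Of these, 188 were called in the same direction at both ages. Of the 174 that rose at both ages, 155 rose more in young mice, and of the 14 that fell at both ages 13 fell more in aged mice. Another 426 responded by call in aged mice alone, 342 in young mice alone, 124 in opposite directions and 3 at neither age. The count was 139 with Old_CL libraries 1, 2 and 4 summed, 203 without the 5 muscle-rich libraries (1 young CL library left), 641 with the replicate number as a block, 692 with the muscle score as a covariate and 1779 with DESeq2. Of the 36 called genes named for the interaction, 16 stayed called with the 3 libraries summed. Leaving out 1 library gave 527 without Young_CL 1, 546 without Young_CL 2, 2070 without Young_CL 4, 431 without Old_Ctrl 4, and 567, 532 and 529 without Old_CL 1, 2 and 4. Of 37 lists 14 passed camera, 2 higher and 12 lower, but 8 without Old_Ctrl 1 and 9 without Young_Ctrl 1. With an estimated correlation 0 passed camera and 0 had an unadjusted p under 0.05, and fry passed 0.

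**Figure D2:**
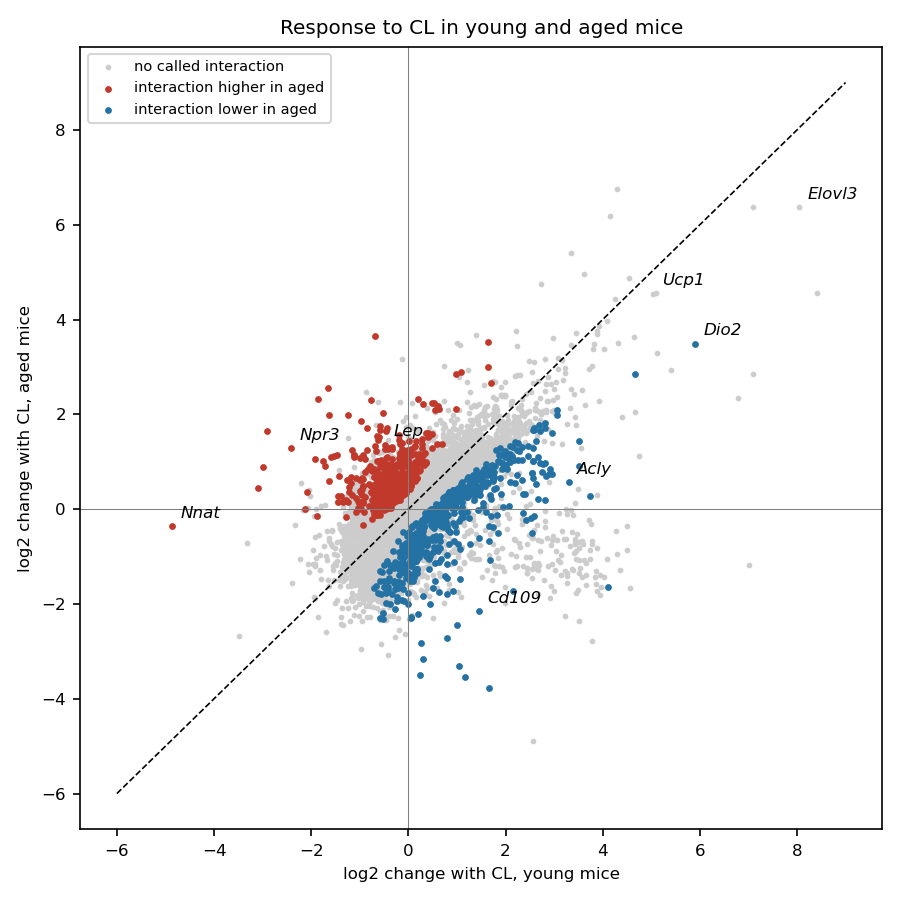
Log2 change with CL in young mice (x axis, 4 against 4 libraries) and in aged mice (y axis, 4 against 3 libraries), one point per tested gene; genes with a called interaction are coloured by its direction, and the dashed line marks equal changes. The Pearson r across all 15288 genes was 0.55.

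Aged against young mice given vehicle asks how the unstimulated pad differs with age. Macrophage and matrix transcripts were higher in aged mice. Of the macrophage markers 14 of 20 were higher and 0 were lower (median log2 change 1.09, 17 and 0 adjusted over the list alone, camera adjusted p = 4.1e-05, adjusted p = 0.70 with an estimated correlation). Gpnmb, a lysosomal glycoprotein gene of lipid-laden macrophages, stood at 14.7 ± 1.38 CPM in young and 672 ± 566 CPM in aged mice (SD, n = 4 and 3, edgeR log2 change 5.52, SE 0.59, adjusted p = 1.7e-04). Its aged libraries held 699, 93.8 and 1224 CPM. Atp6v0d2 (5.82), the lipid receptor gene Trem2 (4.04), Spp1 (3.69) and Cd68 (2.14) were also higher. Of the fibrosis and matrix genes 17 of 30 were higher and 0 were lower (median 0.85, 20 and 0 adjusted over the list alone, camera adjusted p = 2.5e-07, adjusted p = 0.70 with an estimated correlation). Col1a1 stood at 1.46 (edgeR adjusted p = 0.026) and Ctgf at 1.75, while Col3a1 did not pass (0.72, edgeR adjusted p = 0.17). The Wnt-related genes Sfrp5 (3.33) and Wisp2 (3.26), Arhgef37 (3.89), Mrgprg (3.84) and Pdgfra (0.89) were higher. So was Pck1 (edgeR log2 change 1.14, SE 0.34, adjusted p = 0.025). Without Old_Ctrl 4 the differences of Gpnmb, Atp6v0d2, Trem2 and Spp1 were 4.75, 4.89, 3.19 and 2.78, and Mrgprg stood at 5.37 without Young_Ctrl 1. Col1a1 was at 0.85 without Old_Ctrl 1 and did not pass in 5 fits (edgeR adjusted p = 0.052 to 0.16 without Young_Ctrl 1, 3 or 4 or Old_Ctrl 1 or 4), nor did Pck1 in 3 (adjusted p = 0.066 to 0.10 without Young_Ctrl 3 or 4 or Old_Ctrl 4), while Col3a1 passed in 1 (adjusted p = 0.015 without Old_Ctrl 3).

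Vessel, epithelial and stress response lists were higher in aged vehicle mice. Of the endothelial markers 5 of 15 were higher and 0 were lower, with Vwf at 1.33 and Eng at 0.88. Of the pericyte and smooth muscle markers 4 of 12 were higher and 0 were lower, with Cnn1 at 2.28 and Tagln at 0.76. In the unfolded protein response 6 of 17 were higher and 0 were lower, with Pdia6 at 0.51 and Atf3 at 2.07. Of the mammary epithelium markers 5 of 11 were higher and 1 was lower, with the keratin gene Krt19 at 2.61 and with Krt8 at 0, 1, 0 and 1 counts in the young and 1, 61 and 58 in the aged libraries. Of the erythrocyte genes 4 of 9 were higher and 0 were lower, with Alas2 at 0.92 and with Slc4a1 at 1, 1, 2 and 2 counts in the young and 0, 48 and 25 in the aged libraries. With identical globin genes counted once, 3 of 6 were higher (camera adjusted p = 0.034). Adjusted over the list alone these counts were equal except for 7 and 0 in the unfolded protein response and 6 and 0 for erythrocytes. Their camera adjusted p = 0.018, 0.029, 0.028, 0.037 and 0.018 in that order. These lists had adjusted p = 0.70 with an estimated correlation. Leaving out 1 library ended the calls of the endothelial (camera adjusted p = 0.072 to 0.087 without Young_Ctrl 4 or Old_Ctrl 3), pericyte (adjusted p = 0.11 without Young_Ctrl 4 or Old_Ctrl 3), unfolded protein (adjusted p = 0.052 to 0.062 without Young_Ctrl 2 or Old_Ctrl 1), epithelial (adjusted p = 0.060 to 0.065 without Old_Ctrl 3 or 4) and erythrocyte lists (adjusted p = 0.20 without Old_Ctrl 3), and that of Atf3, at 1.37 (edgeR adjusted p = 0.10 without Old_Ctrl 4).

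Lymphocyte, thermogenic and sterol transcripts were lower in aged vehicle mice. Of the T cell markers 0 of 16 were higher and 13 were lower (0 and 14 adjusted over the list alone, camera adjusted p = 2.0e-07, adjusted p = 0.70 with an estimated correlation), with Lef1 at -1.24 and Cd3g at -0.97. Of the B cell and lymph node markers 0 of 15 were higher and 13 were lower (0 and 14 adjusted over the list alone, camera adjusted p = 1.3e-08, adjusted p = 0.70 with an estimated correlation), with Cd79a at -1.08 and Pax5 at -0.97. Glycam1, a mucin gene of the high endothelial venules of lymph nodes, was at 63.8 ± 10.1 and 13.7 ± 1.97 CPM (edgeR log2 change -2.25, SE 0.14, adjusted p = 6.2e-07). Of the thermogenic genes 1 of 24 was higher and 7 were lower (2 and 9 adjusted over the list alone, camera adjusted p = 0.016, adjusted p = 0.70 with an estimated correlation), with Ucp1 at -2.08 (SE 0.47, edgeR adjusted p = 0.0071) and Cidea at -1.94 (edgeR adjusted p = 0.0048). Cpn2, of the same list, was at 2.15 ± 1.27 CPM in young mice and had 0, 8 and 4 counts in the aged libraries (-3.98). Dio2 (-0.61), Ppargc1a (-0.71), Cox8b (-0.74), Prdm16 (0.53) and Adrb3 (-0.48) did not pass, and Elovl3, at most 15 counts in every library of both groups, stood at -0.48 (edgeR adjusted p = 0.76). Of the cholesterol synthesis genes 0 of 18 were higher and 10 were lower (equal counts adjusted over the list alone, camera adjusted p = 4.1e-05, adjusted p = 0.70 with an estimated correlation). Of the de novo lipogenesis genes 0 of 20 were higher and 4 were lower (equal counts adjusted over the list alone, camera adjusted p = 0.028, adjusted p = 0.70 with an estimated correlation), with Fasn at -1.54 and Elovl6 at -1.62. The thermogenic list did not pass in 1 fit (camera adjusted p = 0.069 without Young_Ctrl 1), nor did lipogenesis in 3 (adjusted p = 0.065 to 0.31 without Young_Ctrl 1 or Old_Ctrl 1 or 3), Fasn in 3 (edgeR adjusted p = 0.056 to 0.089 without Old_Ctrl 1, 3 or 4) and Elovl6 in 1 (adjusted p = 0.052 without Old_Ctrl 4). Fasn stood at -0.70 without Young_Ctrl 1, Cidea at -1.33 without Young_Ctrl 1 and Ucp1 at -2.72 without Old_Ctrl 3. In other such fits Ppargc1a (adjusted p = 0.031 to 0.046 without Young_Ctrl 4 or Old_Ctrl 3), Cox8b (adjusted p = 0.038 to 0.039 without Young_Ctrl 3 or 4) and Prdm16 (adjusted p = 0.018 without Young_Ctrl 2) passed.

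Of the cell cycle genes 0 of 25 were higher and 3 were lower in aged vehicle mice, with Kif11 at -0.64 and Rrm2 at -0.49. Of the cytotoxic markers 0 of 10 were higher and 2 were lower, with Gzma at -1.19 and Ncr1 at -1.51. Of the nerve and Schwann cell markers 0 of 13 were higher and 6 were lower, with Pmp22 at -0.51. Adjusted over the list alone 1 cell cycle gene was lower and the other counts were equal. The camera adjusted p = 0.0028, 0.030 and 0.029, or adjusted p = 0.70 with an estimated correlation. Each list lost its call when 1 library was left out (camera adjusted p = 0.21 without Old_Ctrl 3, adjusted p = 0.13 to 0.20 without Young_Ctrl 4 or Old_Ctrl 3 and adjusted p = 0.10 without Young_Ctrl 2). So did Rrm2 (edgeR adjusted p = 0.056 to 0.13 without Young_Ctrl 3 or 4 or Old_Ctrl 1, 3 or 4), Ncr1 (adjusted p = 0.058 without Old_Ctrl 4) and Pmp22 (adjusted p = 0.062 without Old_Ctrl 3). Bdh1 (-1.07), the peptide transporter gene Slc15a2 (-2.44), Aspg (-2.21) and Ppp1r3b (-2.19) were lower, as was Mup10 (-2.48), whose value is uncertain because its family members share reads. Adipoq (0.57), Lep (0.15), Pparg (-0.25), Pnpla2 (0.76), Srebf1 (-0.46) and Mki67 (-0.37) did not pass. Adipoq (adjusted p = 9.3e-04 without Young_Ctrl 1), Pnpla2 (adjusted p = 0.0010 without Young_Ctrl 1) and Mki67 (adjusted p = 0.021 without Young_Ctrl 1) passed in 1 fit each, and Slc15a2 stood at -3.48 without Old_Ctrl 3 and did not pass in 5 (edgeR adjusted p = 0.055 to 0.11 without Young_Ctrl 2, 3 or 4 or Old_Ctrl 1 or 4). In total 4162 genes differed, 2302 higher and 1860 lower in aged mice (2149 and 2096 with RLE and 2099 and 2184 with upper-quartile scaling), of which 747 and 281 by at least 2-fold. Between the groups 27.1% of genes had no overlapping libraries, where chance gives 5.71%. The count was 1877 with the 2 groups alone and 26 with the B cell and lymph node score as a covariate. There 2 of the 41 called genes named here stayed called in the same direction, but the score itself differed with age. The count was 1739 without Old_Ctrl 4, 2450 without Young_Ctrl 3 and 2606 without Young_Ctrl 4. Of 37 lists 15 passed camera, 7 higher and 8 lower, but 8 without Old_Ctrl 3. With an estimated correlation 0 passed camera, 1 had an unadjusted p under 0.05, and fry passed 12.

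Aged against young mice, both given CL, asks how the stimulated pad differs with age. Of the thermogenic genes 0 of 24 were higher and 18 were lower in aged mice (median log2 change -1.24, equal counts adjusted over the list alone, camera adjusted p = 1.1e-09, adjusted p = 0.47 with an estimated correlation). Ucp1 stood at 411 ± 132 CPM in young and 68.5 ± 17.5 CPM in aged mice (SD, n = 4 and 4, edgeR log2 change -2.58, SE 0.38, adjusted p = 1.9e-04). Dio2 differed by -3.02 on the log2 scale, Cidea by -2.36, Elovl3 by -2.15, Cox8b by -1.26, Ppargc1a by -0.76 and the fatty acid binding protein gene Fabp3 by -3.25. Prdm16 did not pass (0.46, edgeR adjusted p = 0.14). Of the oxidative phosphorylation genes 1 of 49 was higher and 33 were lower (1 and 38 adjusted over the list alone, camera adjusted p = 7.3e-09, adjusted p = 0.64 with an estimated correlation), with Cox5a at -1.25 and Ndufa5 at -1.04. In the tricarboxylic acid cycle 0 of 20 were higher and 11 were lower (0 and 14 adjusted over the list alone, camera adjusted p = 3.8e-04, adjusted p = 0.69 with an estimated correlation), with Sucla2 at -1.23 and Sdhd at -0.99. In cholesterol synthesis 0 of 18 were higher and 16 were lower (equal counts adjusted over the list alone, camera adjusted p = 1.1e-09, adjusted p = 0.47 with an estimated correlation), with Cyp51 at -2.01 and Sqle at -1.26. In de novo lipogenesis 1 of 20 was higher and 12 were lower (equal counts adjusted over the list alone, camera adjusted p = 7.3e-05, adjusted p = 0.61 with an estimated correlation), with Acly at -3.17, Elovl6 at -3.68 and Fasn at -1.79. Of the cell cycle genes 0 of 25 were higher and 24 were lower (equal counts adjusted over the list alone, camera adjusted p = 9.2e-11, adjusted p = 0.47 with an estimated correlation), with Mki67 at -1.37 and Top2a at -1.43. The skeletal muscle markers stood at a median of -1.16 (camera adjusted p = 0.54, but adjusted p = 0.042 without Young_CL 4). Ppargc1a lost its call in 1 fit (edgeR adjusted p = 0.053 without Young_CL 4).

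Immune lists were lower in aged CL mice as well. Of the T cell markers 0 of 16 were higher and 16 were lower, with Lck at -1.27 and Cd4 at -1.26. Of the B cell and lymph node markers 0 of 15 were higher and 14 were lower, with Ltb at -1.02 and Madcam1 at -1.76. Of the cytotoxic markers 1 of 10 was higher and 9 were lower, with Gzma at -1.63 and Prf1 at -1.21. Of the interferon response genes 0 of 22 were higher and 11 were lower, with Rtp4 at -1.15. Of the class II genes 0 of 10 were higher and 8 were lower, with Cd86 at -0.82 and H2-Aa at -0.49. Of the immediate early genes 2 of 19 were higher and 9 were lower, with Egr3 at -1.40 and Ier2 at -0.68. Adjusted over the list alone the first 3 lists had equal counts, and the others 0 and 12, 0 and 10, and 2 and 10 higher and lower. Their camera adjusted p = 1.8e-09, 2.5e-07, 0.0015, 4.5e-04, 2.4e-04 and 0.015 in that order, or adjusted p = 0.47 to 0.64 with an estimated correlation.

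Adipocyte identity genes were higher in aged CL mice: 12 of 20 were higher and 0 were lower (equal counts adjusted over the list alone, camera adjusted p = 2.8e-04, adjusted p = 0.64 with an estimated correlation). Lep was at 445 ± 116 and 1761 ± 124 CPM (edgeR log2 change 1.98, SE 0.27, adjusted p = 7.5e-05), Adipoq at 1.28, Pnpla2 at 1.14, Pck1 at 1.30 and Mest at 3.19 on the log2 scale. Pparg (-0.27), Srebf1 (-0.42) and Adrb3 (0.48) did not pass. Bdh1 was lower (-1.54). Of the fibrosis and matrix genes 8 of 30 were higher and 1 was lower (equal counts adjusted over the list alone, camera adjusted p = 0.026, adjusted p = 0.86 with an estimated correlation), with Thbs1 at 1.82 and Lox at 1.97, but Col1a1 (-0.04), Col3a1 (-0.68) and Pdgfra (0.13) did not pass. Of the endothelial markers 7 of 15 were higher and 1 was lower (9 and 1 adjusted over the list alone, camera adjusted p = 0.0015, adjusted p = 0.64 with an estimated correlation), with Vwf at 2.18 and Flt1 at 1.30. Of the pericyte and smooth muscle markers 7 of 12 were higher and 0 were lower (equal counts adjusted over the list alone, camera adjusted p = 0.0021, adjusted p = 0.48 with an estimated correlation), with Cnn1 at 3.20 and Myh11 at 2.001. Of the erythrocyte genes 9 of 9 were higher and 0 were lower (equal counts adjusted over the list alone, camera adjusted p = 6.7e-05, adjusted p = 0.47 with an estimated correlation), with Alas2 at 1.64 and Slc4a1 at 2.30. With identical globin genes counted once, 6 of 6 were higher (camera adjusted p = 8.6e-04). The macrophage list did not pass (camera adjusted p = 0.097), although Cd68 (1.33) and Atp6v0d2 (4.45) were higher. Leaving out 1 library ended the calls of the fibrosis list (camera adjusted p = 0.34 without Young_CL 4) and of Cd68 (edgeR adjusted p = 0.059 without Old_CL 3), and the macrophage list passed in 3 fits (camera adjusted p = 0.021 to 0.046 without Young_CL 1, 2 or 3).

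Single genes that were higher in aged CL mice included Sfrp5 (5.38), Prr32 (4.92), Nnat (4.76), Crtac1 (4.47), the potassium channel gene Kcnj15 (4.30), Vnn1 (4.002) and Abat (3.95). Ppp1r3b (-4.41), Aspg (-3.65), Cpn2 (-2.63) and, with shared reads, Mup10 (-4.59) were lower. In total 6108 genes differed, 3136 higher and 2972 lower in aged mice (2868 and 3308 with RLE and 2933 and 3232 with upper-quartile scaling), of which 872 and 656 by at least 2-fold. Between the groups 44.9% of genes had no overlapping libraries, where chance gives 2.86%. The count was 3818 with Old_CL libraries 1, 2 and 4 summed, 1869 without the 5 muscle-rich libraries (1 young CL library left) and 1835 with the B cell and lymph node score as a covariate. Of the 56 called genes named for this comparison, 55 and 35 stayed called in the same direction in the first and last fit. Of 37 lists 17 passed camera, 5 higher and 12 lower. With an estimated correlation 0 passed camera, 2 had an unadjusted p under 0.05, and fry passed 19.

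**Figure D3:**
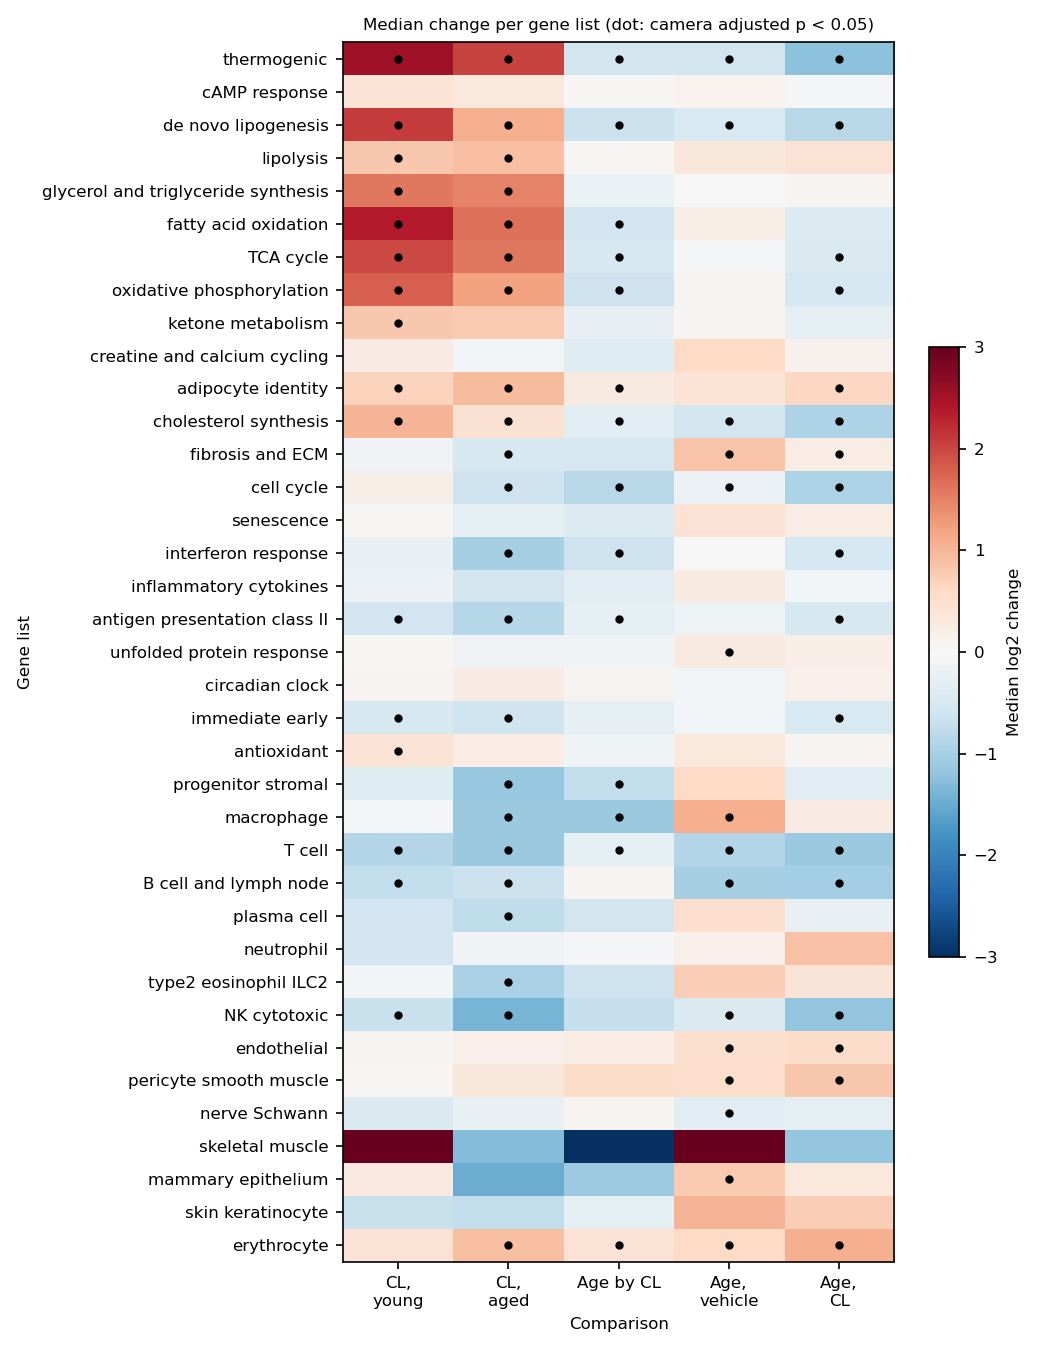
Median log2 change of the tested members of 37 gene lists (rows) in the 5 comparisons (columns), coloured from blue (lower) to red (higher); a dot marks lists with a camera adjusted p under 0.05 at the preset correlation. Oxidative phosphorylation moves by a median of 1.80 with CL in young and 1.22 in aged mice.

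**Figure D4:**
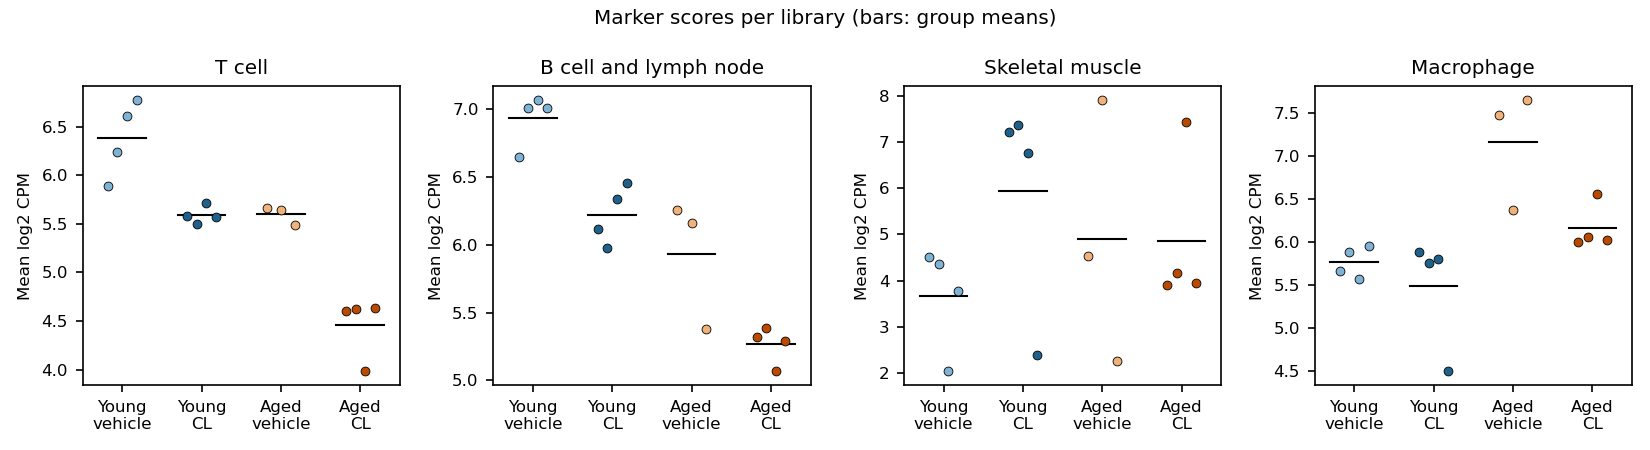
Mean log2 CPM of the T cell, B cell and lymph node, skeletal muscle and macrophage marker lists in each library (dots) with group means (bars); n = 4, 4, 3 and 4 libraries. The T cell list has a mean of 6.38 in Young_Ctrl and 4.46 in Old_CL.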

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

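The splits were planned as tests; those with libraries summed, the draws of residuals and the tests for the lymphocyte, muscle and near-alike patterns in this part were chosen after the result was seen. In 63 groups of 4 libraries (total counts, the genes with printed CPM values and 4 marker scores), Dixon's test marked 11 values, in 5 libraries, as far from the other 3, where about 1 in 20 groups is marked by chance. Young_Ctrl 1 was high for Ucp1 (26.4 CPM) and Fasn (3123 CPM) and low for the B cell and lymph node score (6.65). Young_Ctrl 2 was high for Cpn2 (4.04 CPM) and Young_CL 2 for Nnat (89.1 CPM). Young_CL 4 was low for the macrophage (4.49) and skeletal muscle scores (2.39). Old_CL 3 was high for Elovl3 (27.2 CPM), the macrophage (6.56) and muscle scores (7.45) and low for the T cell score (3.98). The test marks Old_CL 3 easily, because the other 3 libraries of that group are nearly alike.

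The response to CL differed with age in 39 of the genes named in the text (edgeR interaction, adjusted p under 0.05). The log2 difference between the aged and the young effect was positive for Nnat (4.51), Npr3 (3.70), Prr32 (3.55), Vnn1 (2.69), Abat (2.55), Celsr2 (2.34), Slc6a13 (2.26), Peg3 (2.25), Mest (1.86), Lep (1.84) and Stc2 (1.38). It was negative for Cd109 (-3.60), Ccl8 (-3.10), Syngr1 (-2.77), Acly (-2.73), Ak1 (-2.71), Prnd (-2.64), Dio2 (-2.41), Ppp1r3b (-2.22), Acot11 (-2.13), Elovl6 (-2.06), S100b (-1.90), Oasl2 (-1.62), Mvd (-1.45), Cd34 (-1.42), Cyp51 (-1.35), Ly6a (-1.35), Rtp4 (-1.30), Cox5a (-1.29), Acaa2 (-1.28), Ndufa5 (-1.15), Rgs2 (-1.13), Etfb (-1.10), Sucla2 (-1.09), Sdhd (-1.09), Top2a (-1.06), Mki67 (-0.998), Ccr7 (-0.96) and Cd86 (-0.70).

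Other splits of the samples were fitted with the 2 groups alone, and with all libraries for the interaction. For CL in young mice 1 of 35 splits, the real one with 5724 calls, gave that many (highest other 0, edgeR), so chance can be excluded. For CL in aged mice it was 1 of 35 (7610 calls, highest other 0), and for age under CL 1 of 35 (7269 calls, highest other 150), so chance can be excluded for these 2 where Old_CL libraries 1, 2 and 4 count as separate samples. With the 3 summed into 1 library there are 10 and 15 splits, too few for a share under 0.05 (4814 and 5139 real calls, highest other 0 and 6). For age under vehicle 2 of 35 splits gave at least the 1877 real calls, and the highest other, Young_Ctrl 2, 3 and 4 against Young_Ctrl 1 with the aged libraries, gave 2462, so chance cannot be excluded there. For the interaction, draws of the age labels within treatment also move the age effects, so they do not tell. Of 100, 4 reached the 1083 real calls (highest other 6550), and 7 the 139 with the 3 summed (highest other 5088). Residuals of the model without interaction were drawn (limma-voom). Of 100 draws, 2 reached the 1172 real calls (highest other 2349), and 2 the 159 with the 3 summed (highest other 264). Libraries are taken as exchangeable, so this later test argues against chance but cannot exclude it. The exact permutation tests of scores also count the 3 libraries as separate samples.

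Lymphocyte transcripts fell with CL at both ages, Cd22 from 312 to 164 CPM in young and 155 to 98.7 CPM in aged mice. The mean score of T and B cell genes (29 tested) changed by -0.84 log2 units. That of 5 lymph node vessel and stroma genes changed by -0.44, a difference of -0.40 (two-sided exact permutation of treatment within age, p = 0.0049, 2450 arrangements). Less lymph node tissue in the CL pads, which would lower both alike, is argued against as the whole cause but not as a part. Dilution by adipocyte transcripts would lower other cell types unless CL raised them, yet the endothelial score did not fall (5.58 to 5.68 in young, 6.02 to 6.29 in aged mice). Against it, the T cell score changed by -1.15 (same exact permutation test, p = 0.0012). Fewer lymphocytes, or less RNA in them, stays open. So does less lymph node tissue in the aged pads, as the first 2 scores differed with age by -0.99 and -0.90 (exact permutation of age within treatment, difference -0.09, p = 0.49).

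Skeletal muscle transcripts differed between libraries, also within a group, with Myh4 at 5.26 to 2589 CPM and Acta1 at 6.66 to 1088 CPM. The other 17 muscle genes kept close to 1 ratio to Ckm: the median SD of that ratio was 0.267 of the SD of log2 Ckm (2.75), as pieces of muscle in the dissected pads could give. Muscle pieces as the source of the thermogenic calls in young mice are argued against, since 22 of 24 thermogenic genes were called higher with the muscle score as a covariate. How much of the change in genes that muscle also expresses, such as Cox7a1, came from muscle stays open, and no biological explanation was tested.

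Old_CL libraries 1, 2 and 4 were nearly alike. The largest robust SD of log2 ratios among their 3 pairs was 0.0933, below the smallest of the 18 other pairs in the series (0.116), as 1 source of RNA for the 3 libraries could give. Their chi-square per degree of freedom of 2.65 to 4.90 lies above counting noise, which separate preparation of 1 RNA may also give. Whether they are 3 mice, 1 mouse or 1 pool stays open, and the interaction count of 139 with the 3 summed shows how much rests on it.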

How the results depend on the processing

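All alternatives but the 5 listed above as added after the data were seen were planned. The B cell and lymph node score itself differed with age and CL, so pairwise counts with it are no test of lymphocytes. Without the muscle-rich libraries Young_CL is 1 library, number 4, low in macrophage and muscle scores, so those values are no test of muscle. Causes were not tested.

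For CL in young mice the count of 6706 genes was 2974 without the muscle-rich libraries and 1609 with the B cell score. Other settings gave 5659 to 7330, and leaving out 1 library 5418 to 7609. For CL in aged mice the count of 6916 was 3391 with the B cell score, 4793 to 7610 in other settings and 5599 to 6245 with 1 library left out. For age under vehicle the count of 4162 was 1877 with the 2 groups alone, 26 with the B cell score, 3419 to 4834 in other settings and 1739 to 5851 with 1 library left out. For age under CL the count of 6108 was 3818 with the 3 libraries summed, 1869 without the muscle-rich libraries, 1835 with the B cell score, 5594 to 7269 in other settings and 4849 to 6063 with 1 library left out.

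For the interaction the count of 1083 was 1779 with DESeq2, 641 with the replicate number as a block, 139 with the 3 libraries summed, 203 without the muscle-rich libraries, 692 with the muscle score, 905 to 1509 in other settings and 431 to 2070 with 1 library left out.

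Under camera with an estimated correlation the counts of passing lists fell from 16, 22, 15, 17 and 14 to 0 in all 5 comparisons (young CL, aged CL, age under vehicle, age under CL, interaction). At an unadjusted p under 0.05 that camera test had 5, 2, 1, 2 and 0 lists, and fry passed 20, 28, 12, 19 and 0. The counts with the preset correlation and 1 library left out ran 14 to 17, 22 to 24, 8 to 20, 17 to 19 and 8 to 18. In 84 passing lists, 0 medians changed sign under RLE or upper-quartile factors. With its own score as a covariate, which takes its change to about 0 with an arbitrary sign, the B cell and lymph node list had a median log2 change of 0.0978 (camera adjusted p = 0.55, range over the alternatives 7.2e-08 to 0.55) for CL in aged mice and 0.102 (camera adjusted p = 0.63, range over the alternatives 7.4e-09 to 0.63) for age under CL. With Young_CL 4 alone for young CL the progenitor list, lower in the interaction, had a median of 0.148 (camera adjusted p = 0.32, range over the alternatives 4.7e-06 to 0.79).

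Among genes the naming rule allows, a called value changed sign 25 times in alternative settings, 24 with the B cell score. Of these, 0 were genes named in the text. Pairing by replicate number stays open: of 21 same-number pairs, 6 had deviations correlated above 0.1 (range -0.35 to 0.34). Best matches were 8, among them all of numbers 3 and 4 outside Young_Ctrl.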

Other observations

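The lists in the first 2 paragraphs were set before the data were examined; the tests in the last 2 were chosen after the result was seen. Genes that cyclic AMP induces in fat did not pass as a list with CL: 8 of 17 rose and 3 fell in young mice (equal counts adjusted over the list alone, median 0.41, camera adjusted p = 0.29, and adjusted p = 0.70 with an estimated correlation) and 7 of 17 rose and 4 fell in aged mice (8 and 5 adjusted over the list alone, median 0.31, camera adjusted p = 0.30, and adjusted p = 0.60 with an estimated correlation). Within the list, Rgs2, a regulator of G protein signalling, rose by 2.46 in young and 1.33 in aged mice on the log2 scale, and its interaction was -1.13 (edgeR adjusted p = 0.014). Stc2 fell in young mice (-0.99) and had an interaction of 1.38 (edgeR adjusted p = 0.0018). The phosphodiesterase gene Pde4b fell at both ages (-0.80 and -0.57). Of the circadian clock genes 4 of 15 rose and 0 fell in young (equal counts adjusted over the list alone, median 0.08, camera adjusted p = 0.27, and adjusted p = 0.66 with an estimated correlation) and 4 of 15 rose and 0 fell in aged mice (3 and 0 adjusted over the list alone, median 0.25, camera adjusted p = 0.13, and adjusted p = 0.44 with an estimated correlation), with Nfil3 at 1.25 in young and Nr1d1 at 0.99 in aged mice. Of the creatine and calcium cycling genes 2 of 12 rose and 0 fell in young and 2 of 12 rose and 2 fell in aged mice (camera adjusted p = 0.45 and 0.54, and adjusted p = 0.70 and 0.61 with an estimated correlation), with the calcium pump gene Atp2a2 at 0.42 and 0.46. In aged mice the median and mean of that list are negative (-0.09 and -0.21) while the test points higher. The gene S100b, of the Schwann cell list, rose by 2.57 in young and 0.67 in aged mice (interaction -1.90, edgeR adjusted p = 9.7e-04). For each CL effect given here for a gene, the CL and vehicle libraries of that age did not overlap.

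Senescence genes did not pass as a list in any comparison (camera adjusted p = 0.19 to 0.99, and adjusted p = 0.53 to 0.99 with an estimated correlation). Of its members 5 of 15 were higher and 2 were lower in aged vehicle mice, with the cell cycle inhibitor gene Cdkn1a at 1.33, Gdf15 at 2.09 and Mmp3 at 1.74. With CL in aged mice Mmp3 fell (-1.92), as did Cdkn2a (-1.56) and the lamin gene Lmnb1 (-0.98). Inflammatory cytokine genes did not pass as a list (camera adjusted p = 0.12 to 0.80, and adjusted p = 0.53 to 0.96 with an estimated correlation), though 1 of 20 rose and 7 fell with CL in aged mice, and the list passed without 1 library in 2 fits (adjusted p = 0.013 to 0.033 without Old_Ctrl 3 or Old_CL 3), with Ccl5 at -1.63 and Il18 at -1.22. Tnf was lower in aged mice under vehicle (-0.84) and under CL (-0.84). The neutrophil, skin keratinocyte and skeletal muscle lists did not pass in any comparison with all libraries (camera adjusted p = 0.31 to 0.99, 0.056 to 0.63 and 0.062 to 0.88). The skin list passed for CL in aged mice in 1 fit (adjusted p = 0.048 without Old_Ctrl 4). The muscle list passed for CL in young mice (adjusted p = 0.0021 without Young_CL 4), age under vehicle (adjusted p = 0.014 without Old_Ctrl 4) and, as given above, age under CL and the interaction. The mast cell protease gene Mcpt4 and Cpa3, of the type 2 list, stood at 1.92 and 1.65 in aged vehicle mice, where that list did not pass (camera adjusted p = 0.15). Igj, of the plasma cell list, stood at 2.46 there, and the list did not pass (camera adjusted p = 0.50).

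Nnat and Peg3, both imprinted, had positive interactions, so 26 other imprinted genes were tested, under the hypothesis that imprinted genes as a class may share a positive interaction. Of the 22 in the fit, 2 were higher, 1 was lower and 11 had a positive value, with a median of -0.04. Camera gave an unadjusted p = 0.70 (0.82 with an estimated correlation). A class that moved with Nnat and Peg3 would have a median near their values of 4.51 and 2.25 (for Peg3 adjusted p = 0.060 to 0.087 without any library but Young_Ctrl 1 or 4 or Young_CL 3 or 4 or Old_Ctrl 3 or Old_CL 3, and 3.15 without Old_Ctrl 3), and the median lies below both by more than the SD of the members (1.20), so a positive interaction shared by the class is argued against. A smaller response of either sign was not tested.

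Gpnmb, Atp6v0d2, Trem2 and Spp1 were among the macrophage genes higher in aged vehicle mice, so a lysosomal and lipid-handling macrophage state may rise with age beyond resident macrophages as a whole. These 4 and Mmp12, seen to be higher before the test, were left out of the score. The mean score of 16 other lysosomal macrophage genes (1 of them on the macrophage list of the report) was higher in aged mice by 0.80 (two-sided exact permutation of age within treatment, p = 4.1e-04, the smallest that 2450 arrangements can give). That of 10 resident macrophage genes (5 on that list) differed by 0.21 (same exact permutation test, p = 0.51). The difference between the scores was 0.59 (same exact permutation test, p = 0.060). This misses the bound of 0.05, and as first written that bound counted against it. Since the difference lies in the proposed direction and a p of 0.060 does not show that the scores moved alike, the hypothesis is left undecided; this reading was adopted after the value was seen. The mean over both treatments hides opposite differences in the resident score: 0.67 under vehicle (from 6.17 ± 0.22 to 6.84 ± 0.08) and -0.25 under CL, where Young_CL 4 was low and the SD in Young_CL was 1.01. The difference between the scores was 0.38 under vehicle and 0.80 under CL.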
